# Administration of losartan preserves cardiomyocyte size and prevents myocardial dysfunction in tail-suspended mice by inhibiting p47^*phox*^ phosphorylation, NADPH oxidase activation and MuRF1 expression

**DOI:** 10.1186/s12967-019-2021-1

**Published:** 2019-08-22

**Authors:** Liwen Liang, Wenyi Yuan, Lina Qu, Huili Li, Lulu Zhang, Guo-Chang Fan, Tianqing Peng

**Keywords:** Angiotensin-II, Losartan, Microgravity, MuRF1, NADPH oxidase, p47^*phox*^ phosphorylation, Oxidative stress

## Abstract

**Background:**

Spaceflight or microgravity conditions cause myocardial atrophy and dysfunction, contributing to post-flight orthostatic intolerance. However, the underlying mechanisms remain incompletely understood and preventive approaches are limited. This study investigated whether and how losartan, a blocker of angiotensin-II receptor, preserved cardiomyocyte size and prevented myocardial dysfunction during microgravity.

**Method:**

Adult male mice were suspended with their tails to simulate microgravity. Echocardiography was performed to assess myocardial function. Heart weight and cardiomyocyte size were measured. NADPH oxidase activation was determined by analyzing membrane translocation of its cytosolic subunits including p47^*phox*^, p67^*phox*^ and Rac1. Heart tissues were also assayed for oxidative stress, p47^*phox*^ phosphorylation (Ser345), MuRF1 protein levels and angiotensin-II production.

**Results:**

Tail-suspension for 28 days increased angiotensin-II production in hearts, decreased cardiomyocyte size and heart weight, and induced myocardial dysfunction. Administration of losartan preserved cardiomyocyte size and heart weight, and prevented myocardial dysfunction in tail-suspended mice. These cardioprotective effects of losartan were associated with inhibition of p47^*phox*^ phosphorylation (Ser345), NADPH oxidase and oxidative stress in tail-suspended mouse hearts. Additionally, the NADPH oxidase inhibitor, apocynin, also reduced oxidative stress, preserved cardiomyocyte size and heart weight, and improved myocardial function in tail-suspended mice. Furthermore, losartan but not apocynin attenuated tail-suspension-induced up-regulation of MuRF1 protein in mouse hearts.

**Conclusions:**

Administration of losartan preserves cardiomyocyte size and prevents myocardial dysfunction under microgravity by blocking p47^*phox*^ phosphorylation and NADPH oxidase activation, and by inhibiting MuRF1 expression. Thus, losartan may be a useful drug to prevent microgravity-induced myocardial abnormalities.

## Background

Spaceflight or microgravity conditions induce myocardial abnormalilities including atrophy and functional depression [1–3]. Depressed myocardial function during microgravity contributes to post-flight orthostatic intolerance, which may be detrimental not only to the astronauts themselves but to the success of future long-duration space missions [4, 5]. However, the effective approaches to prevent myocardial abnormalities during microgravity are limited.

It has been reported that the renin–angiotensin-II system is activated in human blood during spaceflight [6] and head-down bed rest [7]. Importantly, angiotensin-II signaling has been implicated in promoting skeletal muscle atrophy [8]. Angiotensin-II exerts its action via at least two distinct receptor subtypes designated angiotensin-II type 1 receptor (AT1R) and type 2 receptor (AT2R) [9]. The AT1R signaling has been well addressed in literature [10]. Upon activation of AT1R, angiotensin-II induces phospholipase C signaling through coupling to G_q/11_ and G_i/o_ thereby increasing the cytosolic Ca^2+^ concentrations and subsequently triggering cellular responses [10]. The well established effect mediated by the AT1R is vasoconstriction and thus blockage of AT1R has been an effective approach to lower blood pressure [11]. In addition, angiotensin-II has direct detrimental effects on cardiomyocytes [11]. However, it is unknown whether blockage of angiotensin-II signaling has any beneficial effects on microgravity-induced myocardial abnormalities.

Activation of angiotensin-II signaling is associated with NADPH oxidase activation [10] and subsequent reactive oxygen species (ROS) production in the heart. NADPH oxidase, with its generically termed NOX isoforms, is one of the major sources of ROS in cardiomyocytes with NOX2 and NOX4 being the most predominant isoforms [12, 13]. The NOX2-containing NADPH oxidase is composed of a membrane-bound complex and a cytosolic complex. The membrane-bound complex consists of NOX2 (or gp91^*phox*^) and p22^*phox*^. The cytosolic complex consists of p40^*phox*^, p47^*phox*^, p67^*phox*^ and a small G protein Rac1. During the resting state, the cytosolic complex is separated from the membrane complex. Upon stimulation, cytosolic subunits (e.g. p47^*phox*^) are phosphorylated and then translocated to the membranes, where cytosolic and membrane-bound complexes assemble into functional NADPH oxidase to produce superoxide anion [12, 14]. Notably, residual phosphorylation of Ser345 on p47^*phox*^ is critically important for full activation of the NADPH oxidase [14]. In contrast, NOX4 is primarily regulated through transcriptional mechanisms [15]. NADPH oxidase-derived ROS has been reported to promote skeletal muscle atrophy in various scenarios [2, 16, 17]. However, it remains to be determined whether NADPH oxidase is activated in the heart during microgravity and if so, whether and how blockage of angiotensin-II signaling inhibits NADPH oxidase activation thereby preventing microgravity-induced myocardial abnormalities.

In this study, we investigated whether and how administration of losartan, a well-known blocker of angiotensin-II receptor, prevents NADPH oxidase activation thereby preserving cardiomyocyte size and improving myocardial function in a mouse model of tail-suspension-simulated microgravity.

## Methods

### Animals

This investigation conforms to the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication, 8th Edition, 2011). Breeding pairs of C57BL/6 mice were purchased from the Jackson Laboratory. A breeding program was implemented at Soochow University’s animal care facilities. All experimental protocols were approved by the Animal Use Subcommittee at the Soochow University, China.

### Experimental protocol

Adult male mice (aged 2 months) were suspended by their tails with tape to simulate microgravity using the method described previously [18]. During the tail-suspension procedure, mice had free access to food and water. A well-known blocker for AT1R, losartan or a selective inhibitor of NADPH oxidase, apocynin was given in drinking water to mice during the tail-suspension. Each mouse consumed approximately 80 mg/kg/day of losartan (Energy Chemical, China) and 30 mg/kg/day of apocynin (Sigma-Aldrich, USA). These doses of losartan [19] and apocynin [20] were chosen based on prior studies. Tail-suspension was maintained for 28 days.

### Echocardiography

Mice were lightly anaesthetized with inhalant isoflurane (0.5–1%) and imaged using a 40-MHz linear array transducer attached to a preclinical ultrasound system (Vevo 2100, FIJIFILM VisualSonics, Canada) with nominal in-plane spatial resolution of 40 μm (axial) × 80 μm (lateral). M-mode and 2-D parasternal short-axis scans (133 frames/second) at the level of the papillary muscles were used to assess changes in left ventricle (LV) end-systolic inner diameter, LV end-diastolic inner diameter, LV posterior wall thickness in end-diastole and end-systole, fractional shortening (FS%) and ejection fraction (EF%).

### Histological analyses

Mice were euthanized by cervical dislocation under anesthesia using a mixture of ketamine (100 mg/kg)/zylaxine (5 mg/kg, i.p.). Heart tissues were routinely collected, fixed, processed and sectioned. For cardiomyocyte size measurement, several cross-sections of the heart (5-μm thick) were prepared and stained for cell membranes and nuclei with fluorescein isothiocyanate–conjugated wheat germ agglutinin (Thermo Fisher Scientific) and Hoechst33342 (Thermo Fisher Scientific), respectively. A single cardiomyocyte was measured by using an image quantitative digital analysis system (NIH Image version 1.6) as previously described [21]. The outlines of at least 200 cardiomyocytes were traced in each section.

### Analysis of differentially expressed genes

mRNA microarray was performed to analyze gene expression in sham and tail-suspended mouse hearts through collaboration with Oebiotech Inc (China). Briefly, total RNA was extracted and purified from heart tissues using the mirVana™ RNA Isolation Kit and QIAGEN RNeasy^®^ Mini Kit, respectively, following the manufacturers’ instructions. cRNA synthesis, labeling, fragmentation and hybridization were sequentially conducted using the Agilent Oligo Microarray Kit. The slides were scanned using the Agilent Microarray Scanner (Agilent p/n G2505C). Data was extracted using the Agilent Feature Extraction Software. The mRNA expression profiles were deposited into the gene expression omnibus (GEO) database (GSM3567530, GSM3567531 and GSM3567532 for sham group, and GSM3567533, GSM3567534 and GSM3567535 for tail-suspension group).

### Measurement of angiotensin**-**II in heart tissues

The levels of angiotensin-II were measured in whole heart lysates using a mouse angiotensin-II (ANG-II) ELISA Kit (CUSABIO, China) following the manufacturer’s instructions.

### Determination of oxidative stress

The formation of ROS in heart tissue lysates was measured using the Amplex^®^ Red Hydrogen Peroxide/Peroxidase Assay Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. Briefly, frozen heart tissues were homogenized in an assay buffer. The homogenates (50 μg protein) were incubated with a fluorescent probe Amplex^®^ Red and hydrogen peroxide/peroxidase at 37 °C. The fluorescent product was measured using a spectrofluorometer at the 485/525 nm. Changes in fluorescence were expressed as arbitrary units.

Protein carbonyl content was determined using a Protein Carbonyl Colorimetric Assay Kit (Cayman Chemical Company, USA) following the manufacturer’s instructions.

The lipid peroxidation in heart tissue lysates was assessed by measuring malondialdehyde (MDA) production using a TBARS assay kit (Cayman Chemical, USA) following the manufacturer’s instructions.

### Western blot analysis

40 μg of heart tissue lysates or 10 μg of isolated membrane lysates were loaded on sodium dodecyl sulfate polyacrylamide electrophoresis gels. After electrophoresis, the separated proteins were transferred onto Bio-Rad PVDF membranes. The membranes were incubated with antibodies against Rac1 (1:1000 dilution, Abcam), ubiquitin ligase muscle RING-finger protein-1 (MuRF1, 1:1000 dilution, Abcam), Na^+^/K^+^ ATPase (1:1000 dilution, Abcam), p67^*phox*^ (1:1000 dilution, Abcam), residual phosphorylation of Ser345 on p47^*phox*^ and total p47^*phox*^ (1:1000 dilution, Thermo Fisher Scientific Inc.), NOX4 (1:1000 dilution, Abcam) and glyceraldehyde 3-phosphate dehydrogenase (GAPDH, 1:5000 dilution, Cell Signaling Technology), respectively. After washing, the membranes were incubated with relevant secondary antibodies conjugated with horseradish peroxidase. The signals were then developed using an enhanced version of the chemiluminescence reaction.

### Real-time reverse transcription-polymerase chain reaction (RT-PCR)

Real-time RT-PCR was performed to analyze mRNA expression for apelin, apelin receptor and *Gapdh* as previously described [22]. The sequences of primers are as follows: 5′-CCACTGATGTTGCCTCCAGA-3′ (*Apelin* forward primer), 5′- GCGAAATTTCCTCCTGCCTC-3′ (*Apelin* reverse primer), 5′-TTGACCGATACCTGGCCATT-3′ (*Apelin receptor* forward primer), and 5′-GAACACCATGACAGGCACAG-3′ (*Apelin receptor* reverse primer).

### NADPH oxidase activation

NADPH oxidase activation was determined by measuring the translocation of Rac1, p47^*phox*^ and p67^*phox*^ to cell membranes. Briefly, cell membranes were isolated from heart tissues using a commercial kit (Beyotime Biotechnology, Shanghai, China) according to the manufacturer’s instructions. The protein levels of Rac1, p47^*phox*^ and p67^*phox*^ in cell membranes and NOX4 in whole heart lysates were analyzed by western blot. Na^+^/K^+^ ATPase and GAPDH were used as loading controls for cell membranes and whole heart lysates, respectively.

### Caspase-3 activity

Caspase-3 activity in heart tissue lysates was measured using a caspase-3 fluorescence assay kit (Biomol Research Laboratories, USA).

### Superoxide dismutase (SOD) activity

SOD activity in heart tissue lysates was measured using a total SOD assay kit with WST-8 (Beyotime, China).

### Neonatal mouse cardiomyocyte cultures and simulated microgravity

Neonatal mice (born within 24 h) were euthanized by decapitation. Neonatal cardiomyocytes were prepared and cultured according to methods described previously [22].

To simulate microgravity, cardiomyocytes were dispersed in a 5-ml of culture media and then inoculated them through the Syringe Port inside the 5 ml High Aspect Ratio Vessels of the Rotary Cell Culture System (RCCS-4, Synthecon Incorporated, USA). After being assembled, they were placed on their rotary base and maintained in a 37 °C incubator with a 5% CO_2_/air mixture and saturating humidity. Vessel rotation was set at 20 rpm according to a previous report [23]. After 24 h, cells were collected for western blot analysis.

### Statistical analysis

All data were expressed as mean ± SD. Differences between two groups were compared by unpaired Student’s t test. For multi-group comparisons, ANOVA followed by Newman–Keuls test was performed. *P* value < 0.05 was considered statistically significant.

## Results

### Tail-suspension induces an imbalance between angiotensin**-**II and apelin systems in the heart

Microarray analysis identified the difference of gene expression between sham and tail-suspended mouse hearts (Fig. 1a). 

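Tail-suspension lifts the hindlimbs of a mouse off the floor by its tail and is used to simulate microgravity. Total RNA of 3 sham hearts and 3 hearts after 28 days of tail-suspension was labelled in 1 colour and hybridised to 6 Agilent mouse gene expression arrays. The paper gives the age of the mice as 2 months, whereas the sample labels give 10 weeks at the start of tail-suspension and 11 weeks as the age of the animals. The authors scanned the arrays and extracted the spots with Agilent Feature Extraction, which writes the brightness of each spot after background correction as a processed intensity. All 6 arrays lay on 1 slide and were read in 1 scan. Each array carried 62976 spots, of which 59305 were not controls and represented 55681 probes. The share of these probes well above background was 51.0%, 51.2% and 51.8% on the sham arrays and 53.4%, 50.9% and 51.4% on the tail-suspension arrays. No spot was saturated. Between 146 and 212 spots per array carried an outlier flag and were left out. The paper's text names no normalization for the arrays, so the log2 of the processed intensity was taken relative to the 75th percentile of each array, which lay between 302 and 376. Spots of the same probe were averaged on the log2 scale. A probe was tested when it was well above background on every array of at least 1 group, which left 28032 probes, and a gene was read from its tested probe with the highest mean over the 6 arrays, which gave 17140 genes. The groups were compared with limma 3.58.1 with Benjamini-Hochberg adjustment over the tested probes. The number of arrays limits the precision, and an exact permutation test of 3 arrays against 3 cannot go below a two-sided p of 0.1.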

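Past an adjusted p of 0.05 (limma, Benjamini-Hochberg), 3023 probes were higher and 2683 lower in tail-suspended than in sham mouse hearts. Read as 1 probe per gene, 3629 genes passed, of which 470 were at least 2-fold higher and 314 at least 2-fold lower. The statistics section of the paper gives 1 test for comparisons of 2 groups, without adjustment. By the methods' t-test at their threshold, 6194 genes differed, and 2108 did so after Benjamini-Hochberg adjustment. The adjusted count was 2236 under quantile normalization, 926 under the normexp background correction and 893 without the filter on dim probes. It was 0 with the replicate number as a block, and lay between 0 and 844 with each array left out, where fewer arrays are tested. Among the genes past the unadjusted threshold, 476 were at least 2-fold higher and 316 at least 2-fold lower. The 3 tail-suspension arrays lay entirely above or entirely below the 3 sham arrays at 44.0% of the tested probes, against 10% by chance. Leaving the filter on dim probes out moved the counts of probes to 1041 higher and 790 lower, a 2-fold minimum to 757 and 460, and leaving out sham replicate 2 to 1008 and 749. The 3 sham arrays and tail-suspension replicate 1 lay in 1 row of the slide and tail-suspension replicates 2 and 3 in the other, and with the row as a block, a fit chosen after seeing the data, 320 probes were higher and 177 lower. The correlation between arrays across the tested probes lay between 0.991 and 0.995 within tail-suspension, between 0.994 and 0.996 within sham and between 0.978 and 0.984 across the groups, where probes are not independent replicates.
Among genes past the adjusted threshold with no overlap of the groups, the fitted log2 fold changes were highest for Retnlg, Chi3l3, S100a8, Ltf and Cxcl13. S100a8 was 4.80 higher on the log2 scale (standard error 0.65, adjusted p = 0.00705 by limma), with a level of -2.93 ± 0.42 (SD, n = 3) in sham and 1.87 ± 1.39 (SD, n = 3) in tail-suspension. Chi3l3, listed as Chil3 in newer annotation, was 5.10 higher (standard error 0.83, adjusted p = 0.0114 by limma) and was well above background on 1 of the 3 sham arrays. Retnlg, Ltf and Cxcl13 were not well above background on any sham array, so only a bound can be given for them, and they have no rank among measured rises. The bound sets the mean of the brighter group against the mean of, per array, the higher of the probe's own signal and the lowest signal among probes well above background. By it Retnlg was at least 12.3-fold, Ltf at least 6.26-fold and Cxcl13 at least 6.04-fold higher, which is less than the 24.5-fold rise measured for S100a9. The 5 rises stayed past the adjusted threshold with each array left out, except that of Ltf without sham replicate 2 (adjusted p = 0.052 by limma, between 0.00402 and 0.0658 over the alternatives). By the methods' t-test after Benjamini-Hochberg adjustment, Chi3l3 and Ltf did not pass, and Ltf did not pass under normexp either.

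**Figure D1:**
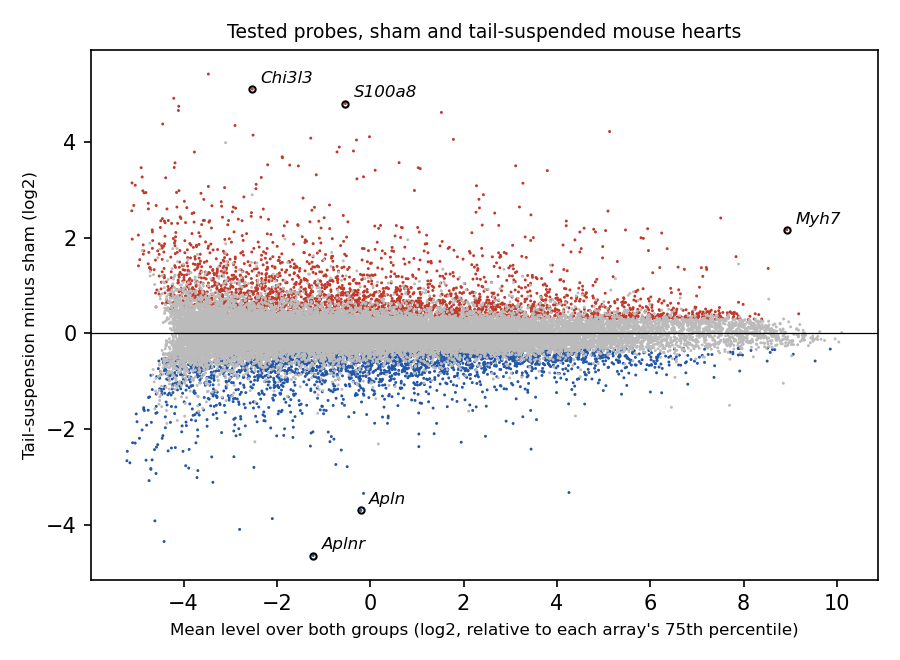
Change of each tested probe (tail-suspension minus sham, log2) against its mean level over both groups (log2, relative to the 75th percentile of each array). Red and blue points are the 3023 higher and 2683 lower probes past an adjusted p of 0.05 and grey points are the others; S100a8 lies at 4.80 and Chi3l3 at 5.10.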

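Apln, the gene of apelin, and Aplnr, the gene of the apelin receptor, were each read by 1 probe of 1 spot, well above background on all 6 arrays. The Aplnr probe, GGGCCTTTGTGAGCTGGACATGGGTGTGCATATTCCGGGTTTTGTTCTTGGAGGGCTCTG, lies on chromosome 2 of mm9 from 84979638 to 84979697 on the plus strand. Its processed intensity was 803, 572 and 660.5 on the sham arrays and 24.1, 62.4 and 20.3 on the tail-suspension arrays. Relative to the 75th percentile of each array, the log2 level of Aplnr was 1.096 ± 0.24 (SD, n = 3) in sham and -3.54 ± 0.84 (SD, n = 3) in tail-suspension. On tail-suspension replicates 1, 2 and 3 it was -3.82, -2.59 and -4.21. The lowest signal well above background on these arrays was -4.60, -4.27 and -4.46, so the size of the Aplnr fall rests on dim values. The log2 fold change was -4.64 (standard error 0.40, adjusted p = 0.00235 by limma with Benjamini-Hochberg adjustment). The Apln probe, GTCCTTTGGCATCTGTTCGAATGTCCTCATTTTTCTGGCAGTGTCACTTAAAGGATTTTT, lies on chromosome X of mm9 from 45378593 to 45378652 on the minus strand. The files do not say which part of either gene its probe covers. The processed intensity of Apln was 1015, 902 and 1042 on the sham arrays and 148, 76.7 and 59.7 on the tail-suspension arrays. Its log2 level was 1.65 ± 0.15 (SD, n = 3) in sham and -2.05 ± 0.76 (SD, n = 3) in tail-suspension, a log2 fold change of -3.70 (standard error 0.35, adjusted p = 0.00282 by limma). Both differences were larger than the spread between replicates, and every tail-suspension array lay below every sham array for both genes (exact permutation test, two-sided p = 0.1, the smallest that the design allows). By contrast, Gapdh, read from the brightest of its probes, changed by -0.03 (standard error 0.10, adjusted p = 0.828 by limma), a sign that turns under normexp, under quantile normalization, with the series matrix values and without sham replicate 2 (0.0166). Of the ways to normalize, the normexp background correction moved both falls most, to -3.13 for Aplnr and -2.97 for Apln.
Among the 16974 genes with a signal well above background on at least 1 array of each group, Aplnr had the largest fall and Apln ranked 4. Prss55 ranked 2 at -4.09 (standard error 0.76, adjusted p = 0.0167 by limma) and Akap5 ranked 3 at -3.87 (standard error 0.25, adjusted p = 0.00144 by limma). Prss55 did not stay past the threshold under 5 of 17 alternatives, among them the fits without sham replicate 1 (adjusted p = 0.0541) and without tail-suspension replicate 3 (adjusted p = 0.0578), with adjusted p between 0.000531 and 0.0757 over them. It was well above background on 1 of the 3 tail-suspension arrays and Akap5 on 2. Among the 272 of these genes past the methods' t-test and at least 2-fold lower, the ranks of Aplnr and Apln were again 1 and 4. Over only the probes well above background on all 6 arrays, Aplnr ranked 1 and Apln ranked 2, as they did without tail-suspension replicate 1. With levels under the lowest signal well above background held at that signal, Prss55 was not among the 5 largest falls, and Aplnr, Akap5 and Apln ranked 1, 2 and 3. The normexp correction gave rank 1 to D830015G02Rik, rank 2 to Aplnr and rank 3 to Apln. A further gene of the 5 largest falls, 2210407C18Rik, was not well above background on any tail-suspension array and was at least 4.59-fold lower by the bound, which has no rank among measured falls.

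**Figure D2:**
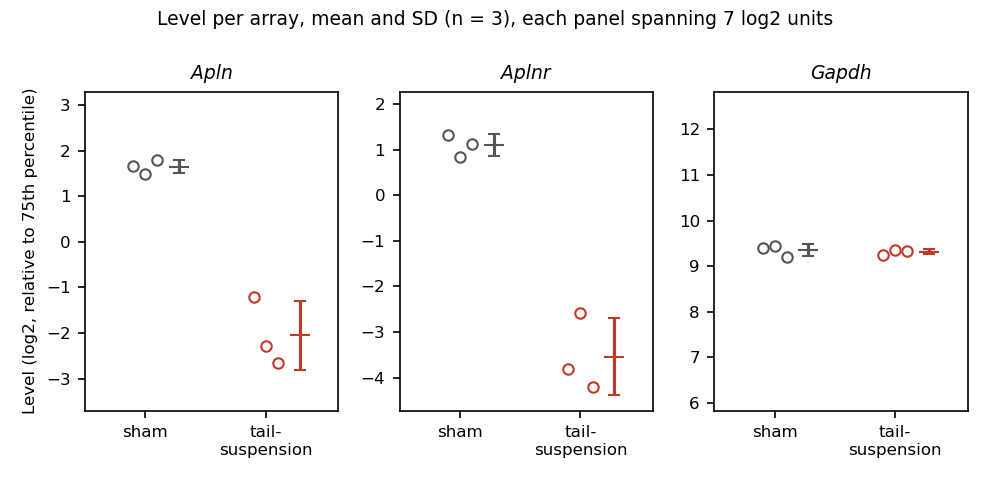
Log2 level of Apln, Aplnr and Gapdh on each array relative to the 75th percentile of that array, with circles for arrays and a bar for the mean and SD of the 3 arrays of each group. Every panel spans the same number of log2 units; for Apln and Aplnr all tail-suspension arrays lie below all sham arrays, around means of -2.05 and -3.54.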

Among differentially expressed genes, apelin and its receptor were the most down-regulated genes in tail-suspended compared with sham mouse hearts (Fig. 1a). Down-regulation of apelin and its receptor in tail-suspended mouse hearts was further confirmed by real-time RT-PCR (Fig. 1b, c). This finding indicated that the apelin/apelin receptor system might be compromised in tail-suspended mouse hearts.

**Fig. 1:**
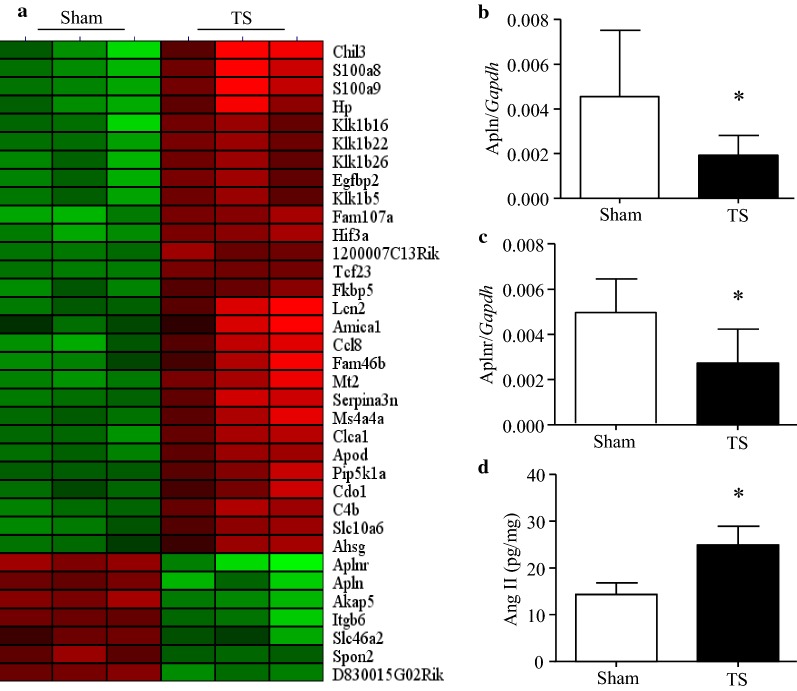
Tail-suspension reduces apelin/apelin receptor expression and increases angiotensin-II production in mouse hearts. After tail-suspension (TS), cDNA microarray was performed to determine differential expression of genes in mouse hearts. **a** Heat map of differential gene expression. **b**, **c** The mRNA levels of apelin and apelin receptor relative to *Gapdh* were analyzed by real-time RT-PCR. **d** Angiotensin-II production was measured in heart lysates. Data are mean ± SD, n = 6 in each group. *P < 0.05

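Fig. 1a draws 35 genes, 28 as higher and 7 as lower after tail-suspension. All 35 had a tested probe on the arrays, some of them under an older name. The log2 fold change had the direction drawn for 34 of them, and 33 of these also passed the adjusted threshold (limma, Benjamini-Hochberg). The 26 rises that passed lay between 2.99 for Ahsg and 5.10 for Chil3 on the log2 scale, where Chil3 was well above background on 1 of the 3 sham arrays and its rise was 2.42 under normexp. The 7 falls, all past the threshold, ran from -2.58 for Slc46a2, which was well above background on 1 of the 3 tail-suspension arrays, to -4.64 for Aplnr. The tally was 34 under every normalization tried and with each array left out, and 30 of 31 over only the probes well above background on all 6 arrays. Fam107a was drawn as higher, and its brightest probe changed by -0.21 (standard error 0.24, adjusted p = 0.556 by limma), while its other probe rose by 4.08 (standard error 0.26, adjusted p = 0.00144 by limma). Pip5k1a was drawn as higher, and its brightest probe changed by 0.11 (standard error 0.10, adjusted p = 0.482 by limma) and its other probe by -0.25 (standard error 0.14, adjusted p = 0.232 by limma). The kallikrein genes Klk1b5, Klk1b16, Klk1b22, Klk1b26 and Egfbp2 rose by 3.27, 3.52, 3.50, 3.44 and 3.46, but they belong to a family of closely related genes whose transcripts a probe can share, so which member rose is uncertain. From the heat map and from real-time RT-PCR, an assay not analysed here, the paper proposes that the apelin/apelin receptor system might be compromised in tail-suspended mouse hearts.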

Since the apelin/apelin receptor system counteracts the action of angiotensin-II [24], we measured the protein levels of angiotensin-II in heart tissues. Tail-suspension for 28 days induced an increase in angiotensin-II levels by 73.49% (Fig. 1d). Taken together, these results suggest that tail-suspension may induce an imbalance between angiotensin-II and apelin/apelin receptor system in the heart with the former being increased.

### Administration of losartan improves myocardial function and increases cardiomyocyte size and heart weight in tail-suspended mice

Having shown that angiotensin-II was elevated and apelin/apelin receptor decreased in the heart, we hypothesized that increased angiotensin-II contributes to myocardial abnormalities during tail-suspension. To address this hypothesis, we gave losartan in drinking water to mice, a pharmacological blocker for AT1R clinically used to lower blood pressure. Administration of losartan lowered diastolic blood pressure in tail-suspended mice but not sham animals (Fig. 2a, b). Tail-suspension for 28 days resulted in myocardial depression as determined by decreased EF% and FS% (Fig. 2c–f). However, EF% and FS% were much greater in losartan-treated mice compared with vehicle-treated group after tail-suspension. Administration of losartan did not affect myocardial function in sham animals.

**Fig. 2:**
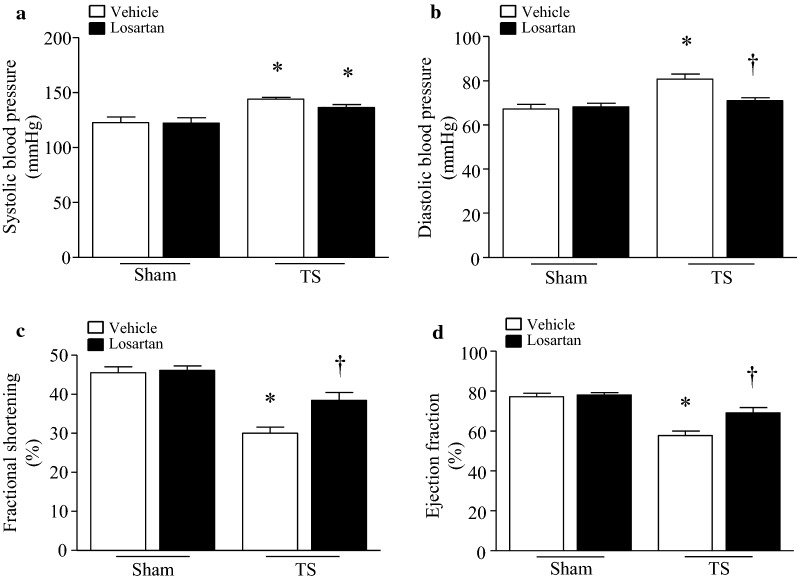
Administration of losartan lowers diastolic blood pressure and attenuates myocardial dysfunction in tail-suspended mice. Tail-suspended mice were given losartan or vehicle in drinking water for 28 days. **a**, **b** Blood pressure was measured in mice. **c**, **d** Ejection fraction (EF)% and fraction shortening (FS)%. Data are mean ± SD, n = 6 in each group. *P < 0.05 vs. Sham + Vehicle and ^†^*P* < 0.05 vs. TS + Vehicle

Tail-suspension decreased heart weight and cardiomyocyte size (Fig. 3a–c), suggesting the occurrence of myocardial atrophy. The heart weight and cardiomyocyte size were much greater in losartan-treated compared with vehicle-treated mice after tail-suspension, suggesting that losartan may reduce myocardial atrophy in tail-suspended mice. In contrast, tail-suspension for 28 days did not increase caspase-3 activity in mouse hearts (Additional file 1: Figure S1), suggesting that apoptosis may be not involved in myocardial atrophy, which is consistent with a previous report [25].

**Fig. 3:**
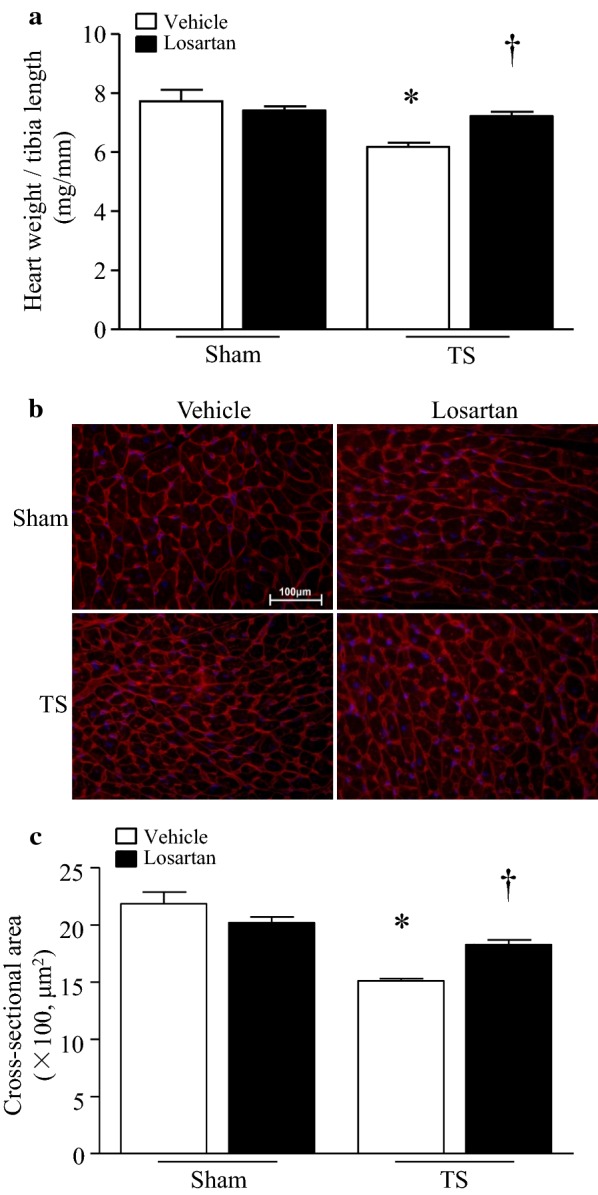
Administration of losartan preserves cardiomyocyte size and heart weight in tail-suspended mice. Tail-suspended mice were given losartan or vehicle in drinking water for 28 days. **a** The heart weight/tibia length ratio. **b** A representative staining of WGA in heart tissue sections. **c** Cardiomyocyte cross-sectional area. Data are mean ± SD, n = 6 in each group. *P < 0.05 vs. Sham + Vehicle and ^†^*P* < 0.05 vs. TS + Vehicle

### Losartan prevents oxidative stress in tail-suspended mouse hearts

Angiotensin-II signaling has been implicated in promoting oxidative stress [10]. We therefore determined whether tail-suspension increased oxidative stress and whether blocking AT1R with losartan prevented tail-suspension-induced oxidative stress in the heart. As shown in Fig. 4a–c, tail-suspension induced a significant increase in ROS production, which correlated with oxidative damage as evidenced by increases in MDA production and protein carbonyl content. The ROS production and consequent oxidative damage were prevented by losartan treatment in tail-suspended mouse hearts. Thus, losartan prevented oxidative stress induced by tail-suspension.

**Fig. 4:**
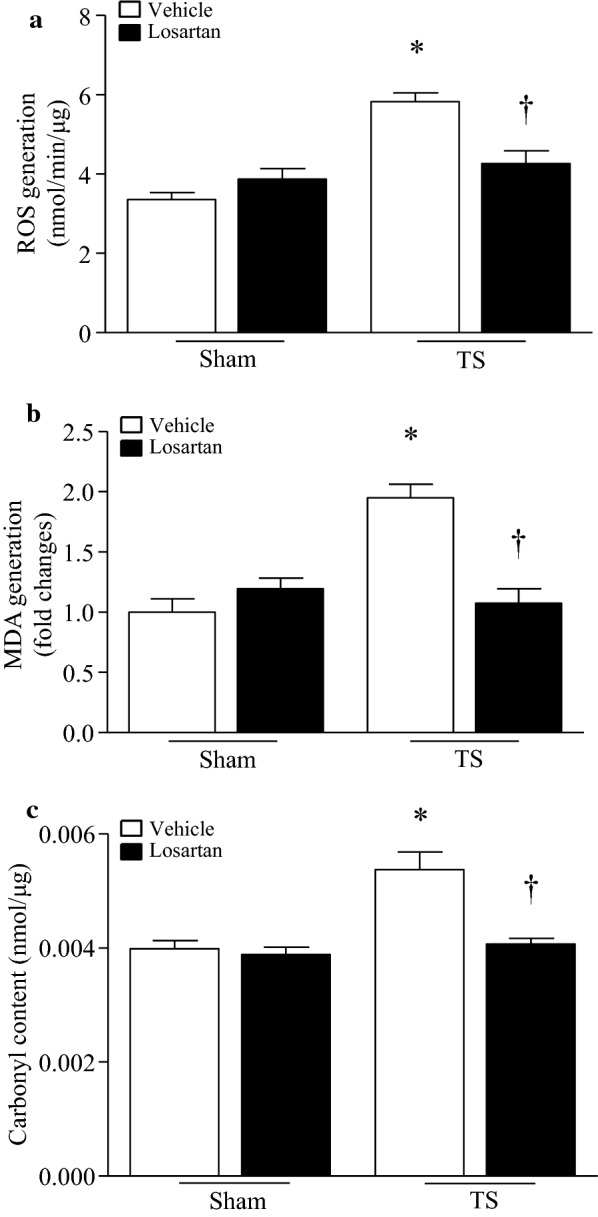
Losartan inhibits tail-suspension (TS)-induced oxidative stress in mouse hearts. Tail-suspended mice were given losartan or vehicle for 28 days. Oxidative stress was assessed by measuring ROS production (**a**), MDA production (**b**) and protein carbonyl content (**c**) in mouse hearts. Data are mean ± SD, n = 6 in each group. *P < 0.05 vs. Sham + Vehicle and ^†^*P* < 0.05 vs. TS + Vehicle

### Administration of losartan inhibits NADPH oxidase activation in tail-suspended mouse hearts

Since NADPH oxidase including NOX2-containing NADPH oxidase and NOX4 is one of the major sources of ROS production in the heart [12, 13], we first determined whether tail-suspension-simulated microgravity induced NADPH oxidase activation. To this end, we analyzed the protein levels of cytosolic subunits of NOX2-containing NADPH oxidase including Rac1, p47^*phox*^ and p67^*phox*^ in the membrane fractions as activation of NOX2-containing NADPH oxidase requires the translocation of its cytosolic subunits to the membranes [14]. Tail-suspension resulted in increased protein levels of Rac1, p47^*phox*^ and p67^*phox*^ in cell membranes, indicative of NOX2-containing NADPH oxidase activation (Fig. 5a–d). We also determined the protein levels of NOX4 in whole heart tissue lysates as NOX4 is primarily regulated through transcriptional mechanisms [15]. Tail-suspension elevated the protein levels of NOX4 in mouse hearts (Fig. 5e, f). These results demonstrate that tail-suspension results in activation of NOX2-containing NADPH oxidase and NOX4 in the heart.

**Fig. 5:**
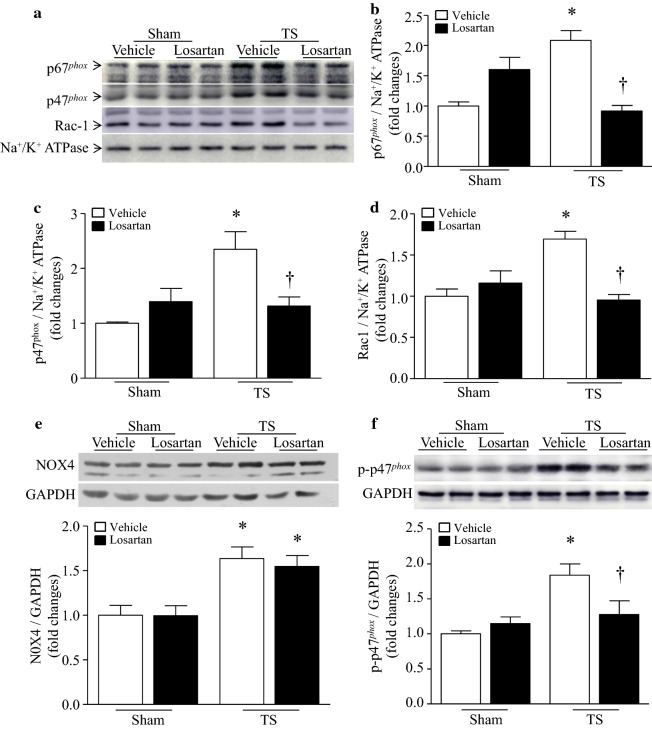
Losartan inhibits tail-suspension (TS)-induced NADPH oxidase activation in mouse hearts. Tail-suspended mice were given losartan or vehicle for 28 days. Cell membranes were isolated from mouse hearts and NADPH oxidase activation was determined by measuring p47^*phox*^, p67^*phox*^ and Rac1 in the membrane fractions relative to Na^+^/K^+^ ATPase. **a** Representative western blots from 2 out of 6 different hearts for p47^*phox*^, p67^*phox*^, Rac1 and Na^+^/K^+^ ATPase in cell membranes. **b**–**d** Quantitation for p67^*phox*^ (**b**), p47^*phox*^ (**c**) and Rac1 (**d**) relative to Na^+^/K^+^ ATPase. **e**, **f** The protein levels of NOX4 and phosphorylated p47 ^*phox*^ were determined in whole heart lysates by western blot analysis. Upper panels are representative western blots from 2 out of 6 different hearts for NOX4, phosphorylated p47^*phox*^ and GAPDH. Lower panels are quantitation for NOX4 and phosphorylated p47^*phox*^ relative to GAPDH. Data are mean ± SD, n = 6 in each group. *P < 0.05 vs. Sham + Vehicle and ^†^*P* < 0.05 vs. TS + Vehicle

Administration of losartan reduced the protein levels of Rac1, p47^*phox*^ and p67^*phox*^ in cell membranes of tail-suspended mouse hearts (Fig. 5a–d), suggesting that blockage of AT1R prevents NOX2-containing NADPH oxidase activation. In contrast, losartan treatment did not change the protein levels of NOX4 in tail-suspended mouse hearts (Fig. 5e). Notably, these changes of NOX2-containing NADPH oxidase correlated with ROS production and oxidative damage (Fig. 4a–c). However, tail-suspension did not change SOD activity in mouse hearts and losartan had no significant effect on SOD activity in mouse hearts (Additional file 1: Figure S2). These results suggest that the inhibitory effect of losartan on ROS production may be mediated through prevention of NOX2-containing NADPH oxidase in tail-suspended mouse hearts.

To explore potential mechanisms by which losartan prevented NOX2-containing NADPH oxidase activation, we determined the levels of phosphorylated p47^*phox*^ in tail-suspended mouse hearts as p47^*phox*^ phosphorylation promotes the translocation of NOX2-containing NADPH oxidase cytosolic subunits to the membranes [14]. The levels of residual phosphorylation of Ser345 on p47^*phox*^ were much higher in tail-suspended mouse hearts relative to sham group (Fig. 5f). Interestingly, administration of losartan reduced the levels of residual phosphorylation of Ser345 on p47^*phox*^ (Fig. 5f), suggesting that blockage of AT1R prevents residual phosphorylation of Ser345 on p47^*phox*^ thereby inhibiting NOX2-containing NADPH oxidase activation in response to tail-suspension simulated microgravity.

To provide further evidence to support the inhibitory effect of AT1R blockage on NADPH oxidase activation, we used another blocker of AT1R, valsartan (1 μM) in cultured neonatal cardiomyocytes under simulated microgravity. Microgravity increased the levels of residual phosphorylation of Ser345 on p47^*phox*^ in cardiomyocytes, indicative of NADPH oxidase activation. Incubation with valsartan prevented microgravity-induced increase in p47^*phox*^ phosphorylation (Fig. 6).

**Fig. 6:**
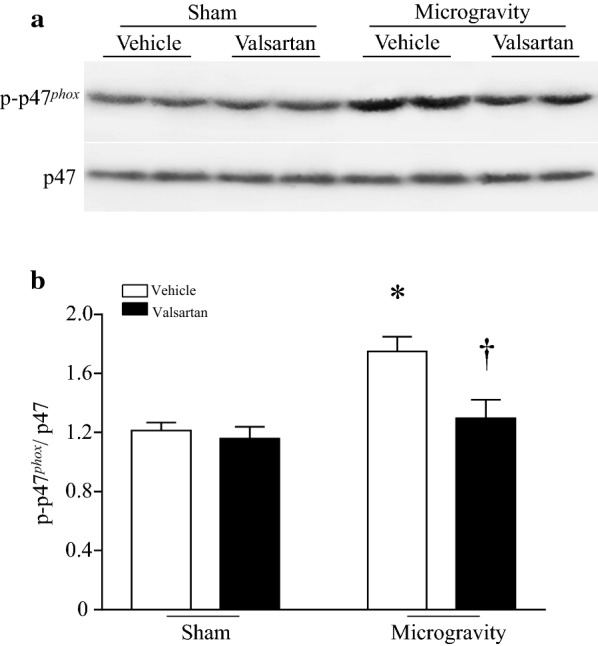
Effect of valsartan on p47^*phox*^ phosphorylation in cardiomyocytes. After isolation, neonatal mouse cardiomyocytes were cultured in normal media with valsartan (1 μM) or vehicle in the Rotary Cell Culture System to simulate microgravity. Twenty-four hours later, western blot was performed to analyze the protein levels of p47^*phox*^ (Ser345) in cardiomyocytes. **a** A representative western blot from 3 different cell cultures for phosphorylated p47^*phox*^ and total p47 ^*phox*^. **b** The quantitation for phosphorylated p47^*phox*^ relative to total p47 ^*phox*^. Data are mean ± SD, n = 3 in each group. *P < 0.05 vs. Sham + Vehicle and ^†^*P* < 0.05 vs. simulated microgravity + Vehicle

### Inhibition of NADPH oxidase preserves cardiomyocyte size and heart weight as well as myocardial function in tail-suspended mice

To investigate the role of NADPH oxidase, we gave apocynin in drinking water to tail-suspended mice [20]. We chose apocynin because it is a well-established inhibitor of NADPH oxidase, which blocks the translocation of the cytosolic subunits p47^*phox*^ and p67^*phox*^ to the membrane fraction (a complex of NOX2 and p22^*phox*^) and thus inhibits NOX2-containing NADPH oxidase activation [26]. Administration of apocynin inhibited ROS production and prevented oxidative damage in tail-suspended mouse hearts (Fig. 7a–c). Tail-suspension decreased heart weight (Fig. 7d), cardiomyocyte size (Fig. 7e, f) and myocardial function in mice (Fig. 7g, h). Apocynin significantly increased cardiomyocyte size and heart weight, and preserved myocardial function in tail-suspended mice; however, it did not affect heart weight, cardiomyocyte size and myocardial function in mice without tail-suspension (Fig. 7d–g). These results support an important role of NADPH oxidase in myocardial abnormalities under microgravity.

**Fig. 7:**
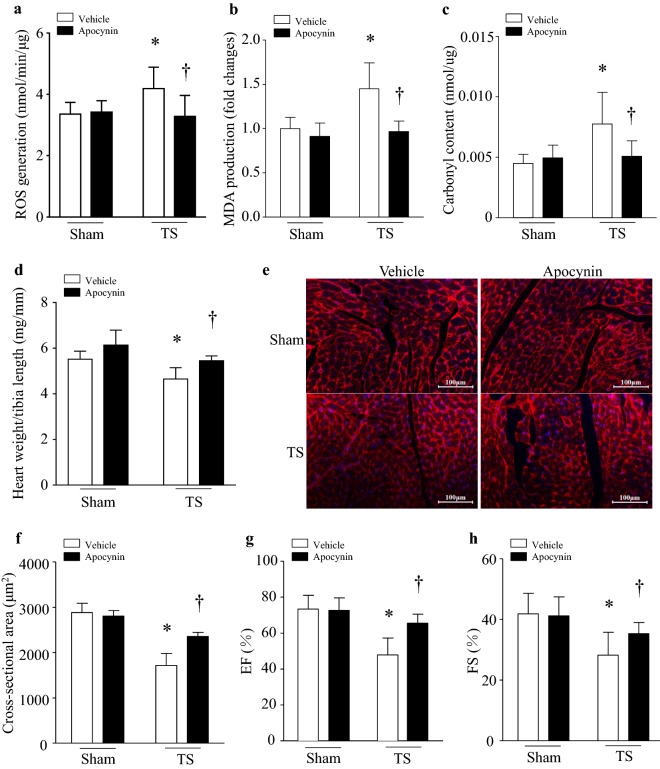
Inhibition of NADPH oxidase with apocynin prevents oxidative stress and myocardial abnormalities in tail-suspended mice. Tail-suspended mice were given apocynin or vehicle in drinking water for 28 days. Oxidative stress was assessed by measuring ROS production (**a**), MDA production (**b**) and protein carbonyl content (**c**) in mouse hearts. The heart weight/tibia length ratio (**d**) and cardiomyocyte cross-sectional area (**e**, **f**) were determined. **e** A representative staining of WGA in heart tissue sections. **f** Cardiomyocyte cross-sectional area. Myocardial dysfunction was assessed by ejection fraction (EF)% (**g**) and fraction shortening (FS)% (**h**). Data are mean ± SD, n = 6 in each group. *P < 0.05 vs. Sham + Vehicle and ^†^*P* < 0.05 vs. TS + Vehicle

### Losartan prevents MuRF1 expression in tail-suspended mouse hearts through unknown mechanisms independent of NADPH oxidase

MuRF1 induction has been demonstrated to be one of important mechanisms contributing to muscle atrophy [27]. We therefore determined the protein levels of MuRF1 in tail-suspended mouse hearts. Tail-suspension induced a significant increase in MuRF1 protein levels in vehicle-treated mice (Fig. 8), indicating the up-regulation of the ubiquitin–proteasome system. However, its levels were much lower in losartan-treated tail-suspended mice (Fig. 8a). In contrast, administration of apocynin did not change the protein levels of MuRF1 in tail-suspended mouse hearts (Fig. 8b). These results suggests that losartan reduces myocardial abnormalities at least partly by inhibiting MuRF1 dependent ubiquitin–proteasome system, and this inhibitory effect of losartan on MuRF1 expression is mediated through NADPH oxidase independent pathways.

**Fig. 8:**
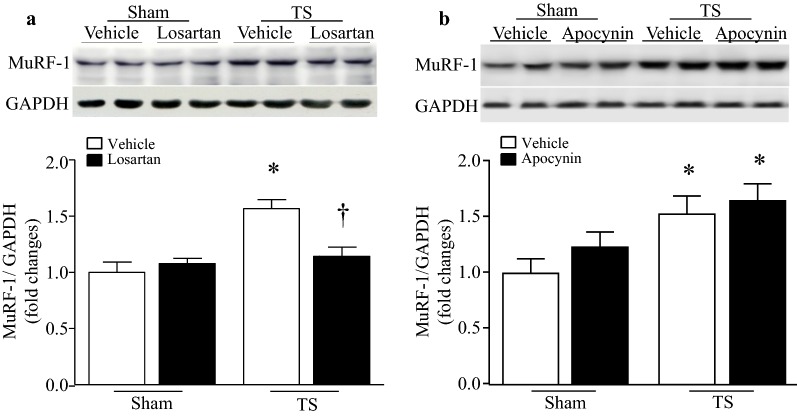
Losartan reduces whereas apocynin does not affect MuRF1 expression in tail-suspended mouse hearts. Tail-suspended mice were given losartan, apocynin or vehicle in drinking water for 28 days. Western blot analysis was performed to determine the protein levels of MuRF1 in heart tissue lysates (**a**, **b**). Upper panels are the representative western blots for MuRF1 protein expression from 2 out of 4–6 different hearts and lower panels are the quantification of MuRF1 protein relative to GAPDH. Data are mean ± SD, n = 4–6 in each group. *P < 0.05 vs. Sham + Vehicle and ^†^*P* < 0.05 vs. TS + Vehicle

## Discussion

The renin/angiotensin-II system is activated during human spaceflight [6] and head-down bed rest [7]. Consistently, our study demonstrates that the protein levels of angiotensin-II are elevated in the heart during tail-suspension simulated microgravity. It is known that the angiotensin-II system is counteracted by the apelin/apelin receptor system under physiological conditions [24]. In tail-suspended mouse hearts, we show that the apelin/apelin receptor system is down-regulated. These data indicate an imbalance between the angiotensin-II system and the apelin/apelin receptor system in tail-suspended mouse hearts with the former being increased and the latter decreased. The major finding of this study is that administration of losartan preserves cardiomyocyte size, heart weight and myocardial function in a mouse model of tail-suspension simulated microgravity. Losartan was also reported to prevent the development of myocardial atrophy in doxorubicin-injected mice [28]. Given that losartan is a well-known blocker of angiotensin-II receptor, our finding suggests that angiotensin-II signaling may promote myocardial atrophy under certain stress. On the contrary, angiotensin-II has been implicated in promoting myocardial hypertrophy under other pathological conditions [29]. The opposite functional effects of angiotensin-II (myocardial atrophy vs. hypertrophy) suggest that angiotensin-II’s actions may be dependent on pathological conditions.

Another important finding of this study is that NADPH oxidase is activated in tail-suspended mouse hearts. This is supported by the translocation of its cytosolic subunits including p47^*phox*^, p67^*phox*^ and Rac1 to cell membranes, up-regulation of NOX4 and concomitant oxidative stress. Our study further demonstrates that administration of losartan inhibits NOX2-containing NADPH oxidase activation and subsequent oxidative stress in tail-suspended mouse hearts. Although angiotensin-II has been implicated in promoting NADPH oxidase activation [10], we show for the first time that blockage of angiotensin-II receptor with losartan prevents residual phosphorylation of Ser345 on p47^*phox*^. The underlying molecular mechanisms remain unknown; however, previous studies have engaged the ERK1/2 and p38 signaling in mediating residual phosphorylation of Ser345 on p47^*phox*^ [30]. Indeed, activation of angiotensin-II receptor has been reported to promote ERK1/2 and p38 signaling [31, 32]. Nevertheless, further investigation is needed to determine whether the ERK1/2 and p38 signaling is operative in angiotensin-II-mediated residual phosphorylation of Ser345 on p47^*phox*^ during microgravity. On the contrary, losartan did not inhibit NOX4 expression in tail-suspended mouse hearts, suggesting that NOX4 induction is not mediated through the angiotensin-II signaling. Thus, the protective effects of losartan are not associated with NOX4 in tail-suspension simulated microgravity.

Oxidative stress is associated with the activation of protein degradation systems [33]. It is widely reported that prolonged muscle disuse results in an accumulation of oxidatively modified proteins and lipids, which may lead to the activation of the ubiquitin proteasome system [34, 35]. Under conditions of microgravity, it has been shown that oxidative stress is induced in the heart [36, 37]. This is also observed in the present study. In cardiomyocytes, several main sources of ROS production have been reported including NADPH oxidase, mitochondria, xanthine oxidase [38–40], etc. Notably, this study shows that NADPH oxidase is activated and oxidative stress is induced in mice with tail-suspension simulated microgravity, suggesting that NADPH oxidase activation may be an important mechanism contributing to oxidative stress and subsequent myocardial abnormalities in tail-suspended mice. This is indeed supported by our experimental evidence showing that inhibition of NADPH oxidase with apocynin preserved cardiomyocyte size, heart weight and myocardial function under a simulated condition of microgravity. Activation of NADPH oxidase has also been implicated in a variety of cardiac diseases [41].

In addition to inhibition of NADPH oxidase activation, losartan reduced tail-suspension-induced MuRF1 protein levels in the heart. MuRF1 is a well-known E3 ubiquitin ligase and it is increased transcriptionally in skeletal muscle during clinical conditions associated with skeletal muscle wasting [42]. Inhibition of MuRF1 attenuated skeletal muscle atrophy and dysfunction in cardiac cachexia [43]. Relevant to the present study, a recent report revealed that angiotensin-II induced skeletal muscle atrophy by increased MuRF1 expression [44]. Thus, the effect of losartan on preserving cardiomyocyte size and heart weight may be also mediated through MuRF1 induction during microgravity. Further evidence in support of our finding is that MuRF1 has been shown to inhibit cardiac hypertrophy in response to pressure overload through inhibition of the calcineurin-NFAT pathway [45].

The present study demonstrated that inhibition of NADPH oxidase with apocynin attenuated oxidative stress and increased cardiomyocyte size and heart weight in tail-suspended mice without affecting MuRF1 expression. This finding suggests that losartan prevents MuRF1 expression by unknown mechanisms independent of NADPH oxidase in tail-suspension simulated microgravity. This is somewhat unexpected as oxidative stress has been reported to induce MuRF1 expression [46]. Taken together, our data suggests that the protective effects of losartan may be mediated through MuRF1 dependent and independent mechanisms, and the MuRF1 independent mechanisms may include NADPH oxidase activation. It is worthwhile to mention that losartan has some off-target beneficial effects [47]. Currently, we do not know exactly how much cardiac protection of losartan results from its on-target or off-target effects in a mouse model of tail-suspension simulated microgravity. However, its inhibitory effect on NADPH oxidase activation most likely results from the blockage of angiotensin-II signaling as this pathway was reported to promote NADPH oxidase activation [10]. Additionally, another blocker of angiotensin-II receptor valsartan showed a similar inhibitory effect on NADPH oxidase activation under microgravity. Two different blockers of angiotensin-II receptor achieved a similar effect, strongly supporting that the protective effects of losartan may be mediated through blocking angiotensin-II signaling in microgravity-induced myocardial dysfunction. Future investigation is needed to clarify how losartan prevents MuRF1 expression in tail-suspended mouse hearts.

## Conclusion

Administration of losartan preserves cardiomyocyte size, heart weight and myocardial function in tail-suspended mice. These protective effects of losartan may be mediated through inhibition of NADPH oxidase activation and MuRF1 induction in microgravity. Thus, losartan may be a useful drug to prevent myocardial abnormalities during conditions of microgravity. Given that losartan as an effective blocker of angiotensin-II receptor has been widely used in clinical settings [48], the results from this study favor future translational research in astronauts using angiotensin-II receptor blockers.

## Supplementary information

**Additional file 1: Figure S1.** Effect of losartan on caspase-3 activity. Tail-suspended mice were given losartan or vehicle for 28 days. Caspase-3 activity was measured in heart tissue lysates. Data are mean ± SD, n = 6 in each group. **Figure S2.** Effect of losartan on SOD activity. Tail-suspended mice were given losartan or vehicle for 28 days. SOD activity was measured in heart tissue lysates. Data are mean ± SD, n =6 in each group.

## Data Availability

The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request. The mRNA expression profiles were deposited into the gene expression omnibus (GEO) database.

## Abbreviations

AT1R: angiotensin-II type 1 receptor
EF: ejection fraction
FS: fractional shortening
GAPDH: glyceraldehyde 3-phosphate dehydrogenase
MDA: malondialdehyde
MuRF1: ubiquitin ligase muscle RING-finger protein-1
ROS: reactive oxygen species
RT-PCR: reverse-transcription polymerase chain reaction

# Supplementary material for: Administration of losartan preserves cardiomyocyte size and prevents myocardial dysfunction in tail-suspended mice by inhibiting p47phox phosphorylation, NADPH oxidase activation and MuRF1 expression
**Source:** J Transl Med. 2019 Aug 22;17:279. doi: 10.1186/s12967-019-2021-1
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Effect of losartan on caspase-3 activity. Tail-suspended mice were given losartan or vehicle for 28 days. Caspase-3 activity was measured in heart tissue lysates. Data are mean ± SD, n = 6 in each group. Figure S2. Effect of losartan on SOD activity. Tail-suspended mice were given losartan or vehicle for 28 days. SOD activity was measured in heart tissue lysates. Data are mean ± SD, n =6 in each group.

## Slide 1
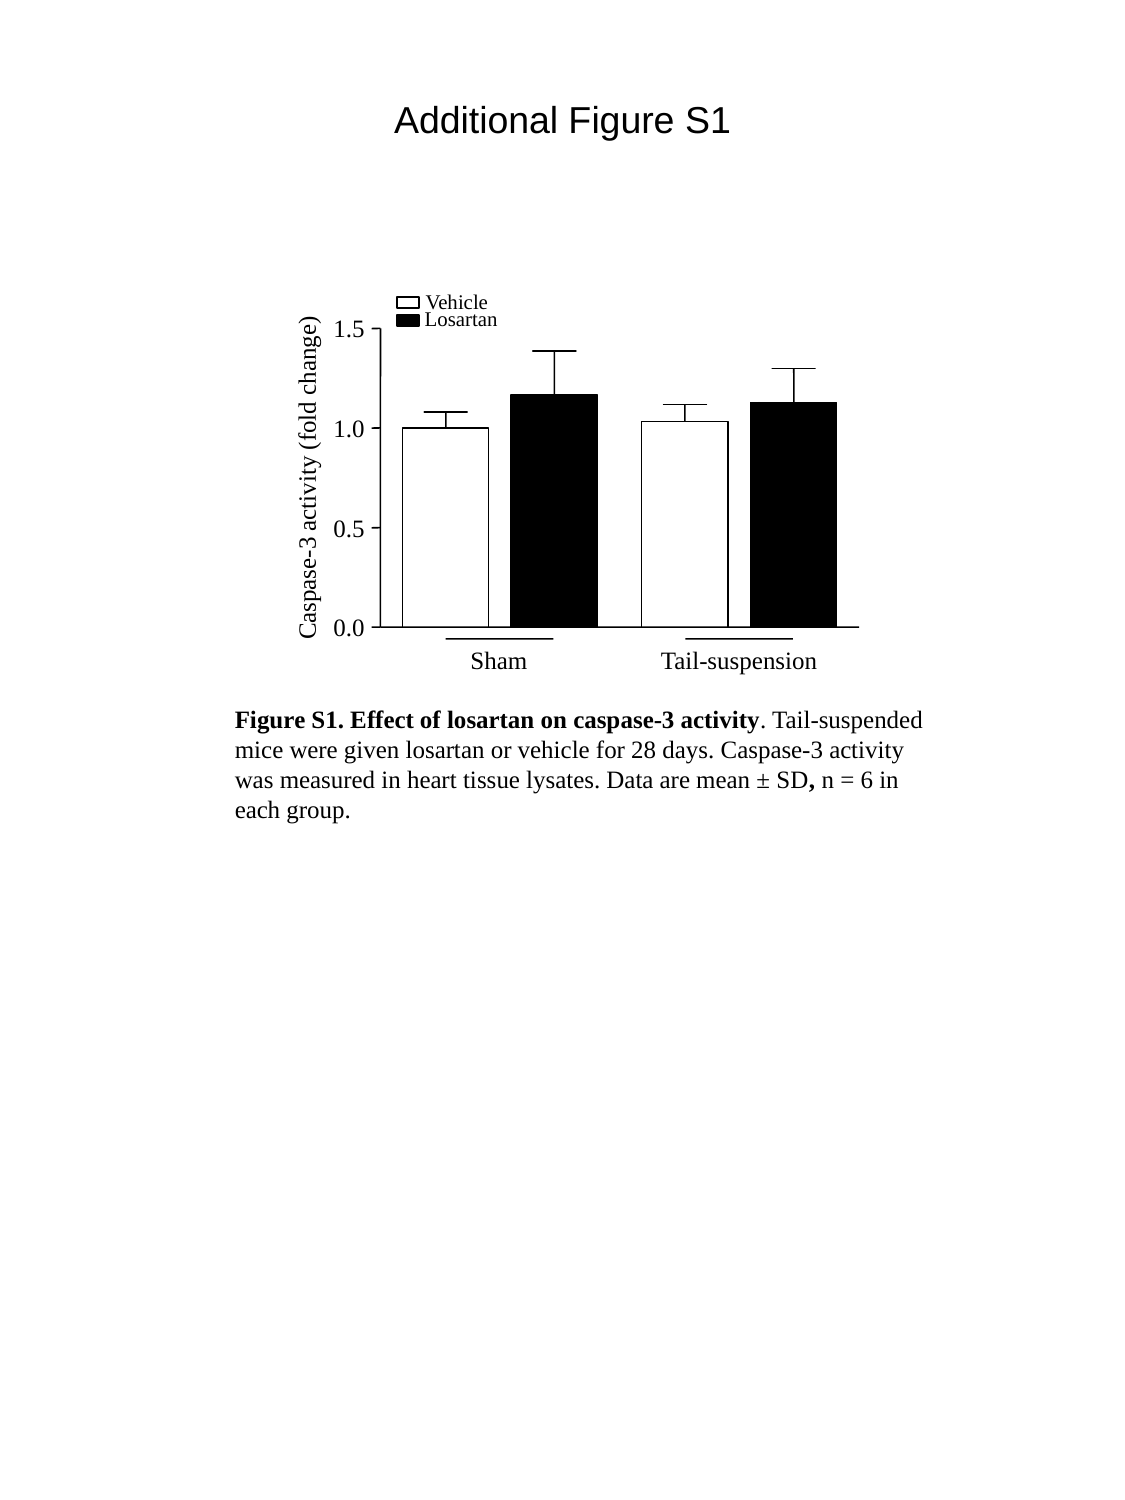

Additional Figure S1
Vehicle
Losartan
1.5
1.0
Caspase-3 activity (fold change)
0.5
0.0
Tail-suspension
Sham
Figure S1. Effect of losartan on caspase-3 activity. Tail-suspended mice were given losartan or vehicle for 28 days. Caspase-3 activity was measured in heart tissue lysates. Data are mean ± SD, n = 6 in each group.

## Slide 2
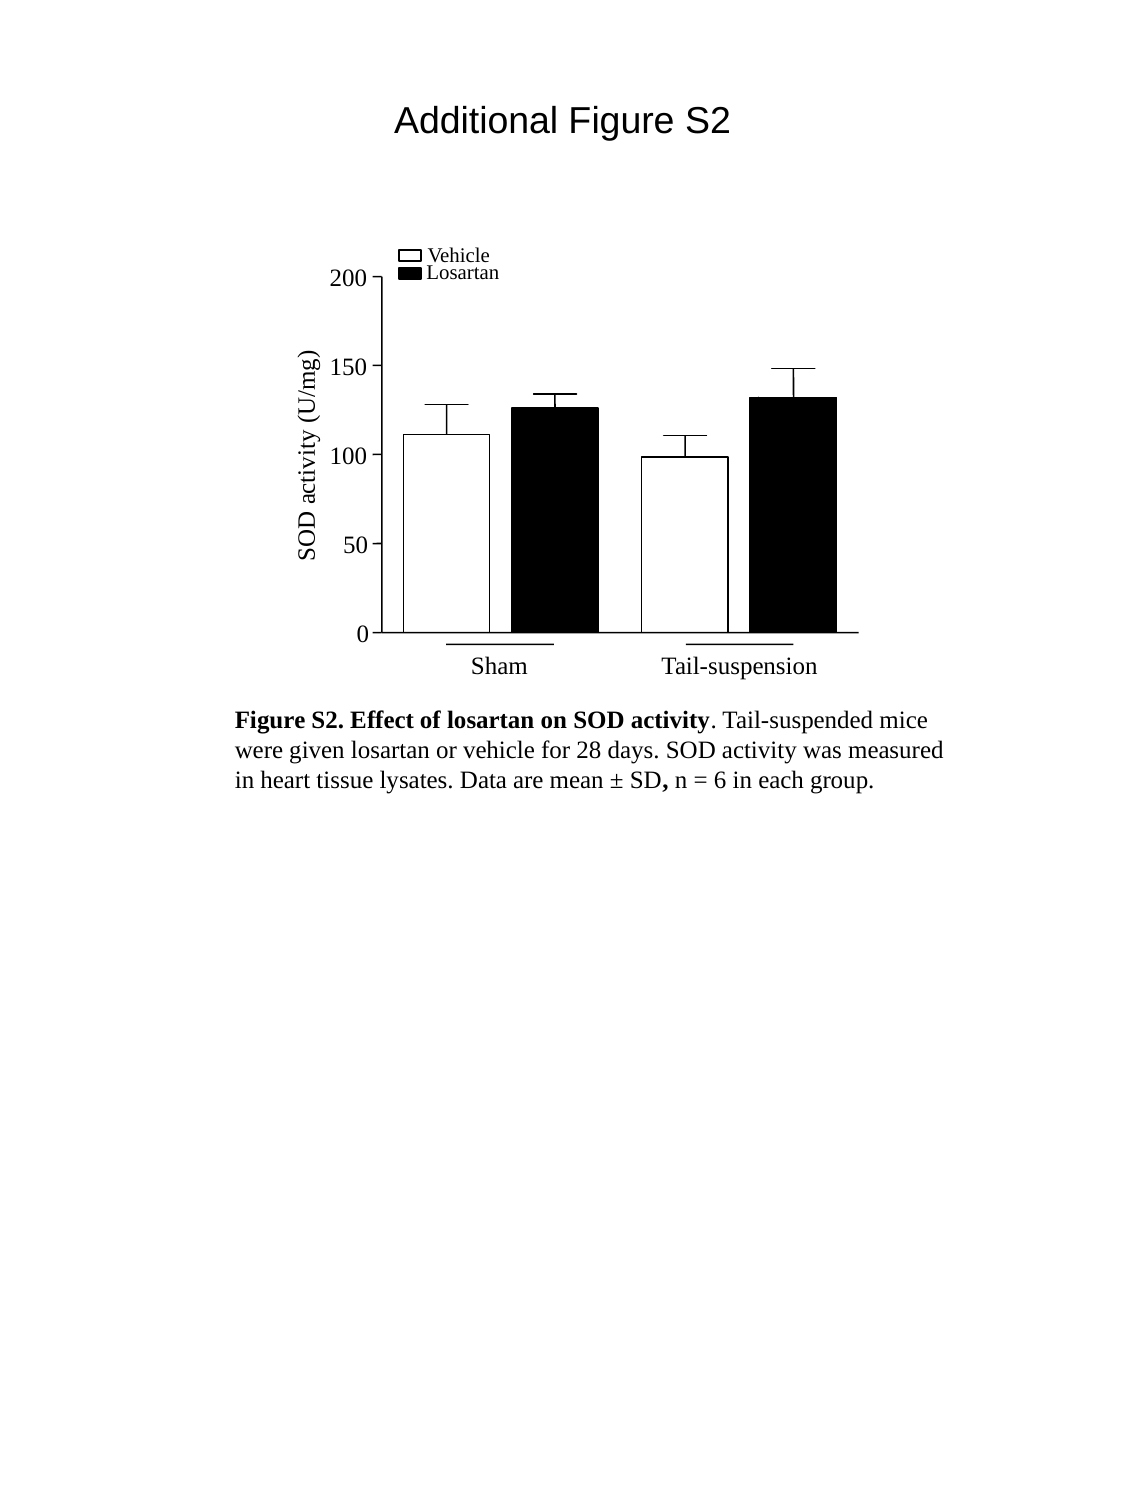

Additional Figure S2
Vehicle
Losartan
200
150
100
SOD activity (U/mg)
50
0
Sham
Tail-suspension
Figure S2. Effect of losartan on SOD activity. Tail-suspended mice were given losartan or vehicle for 28 days. SOD activity was measured in heart tissue lysates. Data are mean ± SD, n = 6 in each group.

How the deposited data were processed for this re-analysis (not part of the article)

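Gene expression was measured with 1-colour Agilent arrays in the hearts of 3 sham and 3 tail-suspended mice. The authors deposited the scanner output of each array, in which Agilent Feature Extraction had turned each spot into an intensity: a mean intensity, a local background intensity and a processed intensity after background correction. They also deposited 1 table of log2 values of the same 6 arrays. Each column of that table correlated above 0.999 with the log2 processed intensity of its array. The sorted columns differed by at most 0.12 on the log2 scale, so the 6 columns had nearly the same distribution, as after quantile normalization. That step alone does not account for the table: its changes were -4.06 for Aplnr and -3.22 for Apln. Quantile normalization of the processed intensity gave -4.66 and -3.72. No other processing by the authors is recorded in the files.

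From the processed intensity, log2 values relative to the 75th percentile of each array were computed in R 4.3.3. Control spots and spots with an outlier flag were left out, and spots of 1 probe were averaged. A probe counted as well above background on an array when at least 50% of its spots carried that flag. Probes well above background on every array of at least 1 group were tested with limma 3.58.1 (lmFit and eBayes, no covariates), with Benjamini-Hochberg adjustment and a threshold of 0.05. Both groups entered the fit with all 6 arrays. The methods' t-test was run on the same values. A gene was read from its brightest tested probe, and ranks of falls covered only genes with a signal well above background on at least 1 array of each group. About 51% to 53% of probes were well above background on each array, and the level of the others is known only as a bound.

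Gene names are those of the array's design. Of 28909 names on the array, 21938 matched a symbol or synonym in the RefSeq gene table of assembly GRCm38.p6, which was used for names and for neighbouring genes only. Coordinates are those of the files, on mm9. The clone named in Fig. 1a as 1200007C13Rik was found through the description of its probe.

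Before the data were examined, the design, the alternatives, 20 gene lists and the rule for naming genes were fixed. Fig. 1a, which draws these same arrays, was known by then, so the choice of lists was not blind to the data. Named are Apln, Aplnr and Gapdh, the genes drawn in Fig. 1a, the 5 largest changes in each direction among genes past the adjusted threshold with no overlap of the groups, the genes of proteins that the paper measured or blocked, members of the gene lists, and 5 genes that check the sex. Prss55 and Akap5 follow from this rule, and Myh6 and Myh7b were added after the value of Myh7 was seen. As a check of the sex, Ddx3y and Eif2s3y were well above background on all 6 arrays, Uty on all 6 by its brighter probe and on 5 by its other probe, and Xist and Kdm5d on none. Gene lists were tested with camera at a preset correlation of 0.01 over 1 probe per gene, with Benjamini-Hochberg adjustment over the lists. The genes drawn in Fig. 1a were left out of every list, and no set test was run on them because they were read from a picture.

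The alternatives were normexp background correction with an offset of 50, quantile normalization, a percentile over probes detected on all arrays, the authors' log2 values, no filter, a stricter filter, outlier spots kept, an intensity trend with robust eBayes, array weights, the methods' t-test, the replicate number as a block, another rule for the probe of a gene, a 2-fold minimum, fry and an estimated correlation for the gene lists, and each array left out in turn. The row of the slide as a block, and ranks with levels held at the lowest signal well above background, were added after seeing the data.

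The steps were tested on simulated data made from the real means and spreads of 28003 probes, for tail-suspension against sham. Of 200 probes changed by 1 or 2 on the log2 scale, 69.5% were called (87% of those changed by 2), and 10 unchanged probes were called. A list raised by 1 on the log2 scale was called, and none of 19 unchanged lists was. In the 9 other ways to split the real arrays into groups of equal size, however, camera called between 1 and 6 lists. The simulation therefore does not give the rate of false calls by camera on the real arrays.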

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

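The tests of the position on the slide, of blood, of neutrophils, of brightness, of time of day, of overlapping transcripts and of other splits were chosen after the results were seen.

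The paper discusses apelin and its receptor and draws 35 genes. Outside those genes, 5667 probes passed the adjusted threshold (limma), data on which the paper does not report. Of the 10 ways to split the 6 arrays into 3 and 3, only the real one, 1 of 10, gave as many calls. The other 9 gave 0 by limma after adjustment, between 224 and 1390 probes at an unadjusted p under 0.05, and 0 by the methods' t-test after adjustment. With 3 arrays against 3 the share of splits cannot fall below 0.1, so chance cannot be excluded in this way. Position on the slide was tested through tail-suspension replicate 1, which lies in the same row of the slide as the 3 sham arrays, whereas replicates 2 and 3 lie in the second row. Of the 3009 probes called without replicate 1, it differed from the sham arrays the same way at 98.97%, against 56.8% in simulations in which it did not change (20 simulations, shared sham arrays included). This argues against the row as the whole cause of the calls, though it rests on 1 array. With the row as a block, 320 probes were higher and 177 lower past the threshold. What each mouse differed in besides the suspension stays open, and so does a part played by the row.

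The glucocorticoid-induced genes rose with a median log2 fold change of 0.85, higher for 11 of 14 genes (camera, adjusted p = 0.00586). The list leaves out the genes of Fig. 1a but was fixed with that figure known. Of the 14, 10 passed the threshold over all probes (9 higher, 1 lower) and 11 when adjusted over the list alone. Zbtb16 rose by 2.48 (standard error 0.23) and Cdkn1a by 2.62 (standard error 0.29), while Lpin1 changed by -0.65 (standard error 0.14). The call held under fry (adjusted p = 0.0122) but not with an estimated correlation (adjusted p = 0.611). In the other 9 splits of the arrays, camera called between 1 and 6 of the 20 lists, so a single call by camera is weak evidence here. The glucocorticoid list had its smallest adjusted p in the real split, 1 of 10, but another split gave it 0.00649 and a further one 0.0484, so chance cannot be excluded. Brightness was tested with 10000 random lists matched on mean level, and the list lay at percentile 100, above all of them. Without Per1 and Klf9, which also belong to the clock, the median was 0.79. The hours at which hearts were taken are not in the files, and hormone levels follow the time of day, so collection time and a response of the suspended mice cannot be told apart. A stress response to suspension is a hypothesis left untested.

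The neutrophil markers had a median log2 fold change of 1.97 over 7 genes, or 1.14 with the 3 genes not well above background in sham at their bound. The list did not pass by camera (adjusted p = 0.1), and the number of genes past the threshold was 3 over all probes and 6 when adjusted over the list alone. It passed under fry (adjusted p = 0.0213), with the replicate number as a block (0.0417), without tail-suspension replicate 2 (0.0329) and without replicate 3 (0.0289). If blood left in the tissue were the source, red cell transcripts would rise with it. The erythroid markers had a median of -1.50, lower for 6 of 7, and their median level was lower on each tail-suspension array than on each sham array, which argues against residual blood. More neutrophils in the tissue stay open. Of the markers, 2 were lower (Elane by -0.30 and Il1b by -0.11), and Csf3r rose by 0.30, far less than S100a8. In sham, Csf3r stood at 7.31 and Elane at 0.02, far above Camp at -2.82 and Mpo at -5.55. Whether the probes of Csf3r and Elane read neutrophils here is thus uncertain, and their small changes decide little. A change within the cells already present and a change in their number cannot be told apart in whole tissue.

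Myh7, which the paper does not discuss, rose by 2.17 on the log2 scale (standard error 0.41, adjusted p = 0.0178 by limma), from 7.84 ± 0.90 (SD, n = 3) in sham to 10.01 ± 0.04 (SD, n = 3) in tail-suspension. It did not stay past the threshold under 4 of 18 alternatives, among them the fit without tail-suspension replicate 3 (adjusted p = 0.058), with adjusted p between 0.00171 and 0.15 over them. Its neighbour D830015G02Rik, named Mhrt in newer annotation and drawn in Fig. 1a, changed by -3.32. Their transcripts overlap in the annotation. Whether signal shared between them plays a part stays open, since the probes were noticed for moving in opposite directions and a test on that same rise of 2.17 decides nothing. The probes read opposite strands of chromosome 14. The probes of Myh6 disagreed, with -0.09 for the brighter (adjusted p = 0.603) and -1.47 for the other (adjusted p = 0.00957), so the array does not settle whether Myh6 changed. Myh7b rose by 1.77 (adjusted p = 0.0013 by limma). A change in the balance of the myosin genes is a hypothesis, since the difference between suspended and sham mice is the only biological factor in the design.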

How the results depend on the processing

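The row of the slide as a block and the ranks with levels held at the lowest signal well above background were chosen after seeing the data. The slide as a block was not run, because all 6 arrays lie on 1 slide. Apln and Aplnr were lower and past the adjusted threshold under each of the 18 alternatives, with log2 fold changes between -4.12 and -2.85 for Apln and between -5.11 and -3.13 for Aplnr, and with adjusted p between 2.80e-05 and 0.0326 and between 1.08e-05 and 0.0315. Their smallest falls came from the row block (Apln) and normexp (Aplnr). With each array left out, the change of Apln lay between -4.12 and -3.39 and that of Aplnr between -5.11 and -4.30.

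The number of probes past the threshold depended on the fit. Without the filter on signal over background, which raises the number of probes tested to 55681, 1041 were higher and 790 lower. The methods' t-test gave 1532 and 1248, and a 2-fold minimum gave 757 and 460. Array weights raised the number of higher probes to 4465 and of lower probes to 4355. With each array left out, the number ranged between 1008 and 2885 for higher probes and between 749 and 2701 for lower ones, where fewer arrays are fitted. The lowest came without sham replicate 2. With the row of the slide as a block, 320 were higher and 177 lower, a fit in which 1 tail-suspension array stands against 3 sham arrays. Apart from these and the replicate number as a block, given next, the alternatives stayed within 1.5 times the reported counts.

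The replicate number as a block gave 1714 higher and 1403 lower probes. Replicates with the same number share only a number: the correlations of their deviations from the group means were -0.02, -0.0176 and 0.0495. A paired t-test over the numbers left 384 genes at least 2-fold higher and 237 lower, and put Apln at rank 3 among the genes it kept. By camera with the block, 4 lists passed.

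For genes past the methods' t-test and at least 2-fold changed, normexp gave 215 higher and 110 lower, and the cause was not tested. Aplnr kept rank 1 except under normexp, where it ranked 2 and Apln 3. Apln ranked 2 over only the probes well above background on all 6 arrays, where fewer genes are ranked. With levels under the lowest signal well above background held at that signal on each array, it ranked 3, since Prss55 was no longer among the 5 largest falls. It ranked 5 by log2 fold change with outlier spots kept and with the series matrix values, behind ENSMUST00000005281, which lacks values once outlier spots are left out, and between 2 and 5 with each array left out. The cause of the other shifts was not tested.

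For the gene lists, fry called 7, normexp 7 and camera with an estimated correlation 0, where the unadjusted p of the glucocorticoid list was 0.0846. With each array left out, between 1 and 6 lists passed. The glucocorticoid list was among those called in every one of these except the estimated correlation.

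Of the single genes run under the alternatives, which leave out most genes of Fig. 1a and of the lists, Gapdh, Myh6 and Trim63 turned in sign, none of them past the threshold. Gapdh changed by 0.0143 under normexp, 0.0572 under quantile normalization, 0.0592 with the series matrix values, and between -0.111 and 0.0166 with each array left out. Myh6 changed by 0.00727 under quantile normalization and 0.0341 with the series matrix values, and Trim63 by between -0.292 and 0.0523 with each array left out. The cause was not tested. Signal over background limits every value of a probe that is dim in 1 group, for which only a bound is known.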

Differences from the paper's values

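The paper's bars for real-time RT-PCR, read by eye, give Apln mRNA relative to Gapdh in tail-suspension as about 0.41 of sham in Fig. 1b, while the arrays gave 0.0790. For Aplnr the paper's bars give about 0.54 in Fig. 1c, while the arrays gave 0.0412. The assays differ, and the paper's bars come from its own number of mice. Both values are linear ratios. For Aplnr, the level on tail-suspension replicate 3 lay close to the lowest signal well above background, so the array ratio is less certain. Under the 17 alternatives fixed before the data were examined, the arrays' ratio lay between 0.0577 and 0.126 for Apln and between 0.0301 and 0.113 for Aplnr. It stayed below the paper's by more than 1.5 times under each. Alternatives that change only the probes tested, the test or the scaling of a whole array could not move it and left it at 0.0790 and 0.0412. None of the others closed the gap.

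The paper calls apelin and its receptor the most down-regulated genes. By log2 fold change Aplnr ranked 1 and Apln ranked 4, after Prss55 and Akap5, where the place of Prss55 rests on levels below background. With levels held at the lowest signal well above background, an alternative chosen after the ranks were seen, Apln ranked 3, after Akap5. Over only the probes well above background on all 6 arrays, an alternative fixed before the data were examined, Aplnr ranked 1 and Apln ranked 2, and the same ranks came without tail-suspension replicate 1.

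Of the 35 genes drawn in Fig. 1a, 34 had the direction drawn. Fam107a is drawn as higher, and its brightest probe changed by -0.21. Its other probe, which is not the one used by the rule, rose by 4.08. Pip5k1a is drawn as clearly higher, and its probes changed by 0.11 and -0.25, neither past the adjusted threshold of limma, nor did the brighter one pass under any of the 18 alternatives.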

Other observations

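The tests of endothelial markers, of the row of the slide and of other transcripts were chosen after the results were seen, and so was the question of the clock genes in sham replicate 3, for which 5 further genes were chosen before their values were seen.

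The fall of Apln and Aplnr was set against 3 technical explanations. A lower share of endothelial cells would lower all their markers by about as much. The median of 12 endothelial markers was -0.26, with 7 lower and 5 higher, and the largest fall among them was -0.56, which argues against it. Past the adjusted threshold (limma), 5 of them were lower and 2 higher, with Vwf up by 0.99. A change in a subset of endothelial cells was not tested. The row of the slide would leave tail-suspension replicate 1 at the sham level, but with the row as a block the smaller fall, that of Apln, was still -2.85 (adjusted p = 0.0134 by limma), although this rests on 1 tail-suspension array. A probe that also reads another transcript cannot be told apart from a change of the gene on the arrays alone, since they hold 1 probe for each. The paper reports lower mRNA of both genes by real-time RT-PCR, an assay not analysed here, with smaller falls than on the arrays.

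The sham arrays may differ in time of day. Dbp stood at 6.22 on sham replicate 3 against 4.30 and 3.32 on sham replicates 1 and 2, and Arntl, of the opposite phase, at 0.30 against 1.28 and 2.01. For those 5 further genes of the Dbp phase, the median of sham replicate 3 minus the mean of the other sham arrays was 0.64, but 3 were higher and 2 lower, Lonrf3 by -1.91. The test did not decide, and collection time cannot be told apart from a difference between mice.

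The proteins that the paper measured by other assays were read here as mRNA only. Nox4 rose by 1.13 (standard error 0.24, adjusted p = 0.0228 by limma), a call lost under 7 of 18 alternatives, among them each fit without a sham array (0.0709, 0.0787 and 0.0501), with adjusted p between 0.0102 and 0.207. Agt rose by 1.04 (adjusted p = 0.0189), a call lost under 6, among them the fits without sham replicate 2 (0.0663), tail-suspension replicate 1 (0.0564) and tail-suspension replicate 3 (0.0586), with adjusted p between 0.00571 and 0.126. Ncf1, the gene of p47phox, rose by 1.101 and Cybb by 0.48 without passing (adjusted p = 0.0947 and 0.108), though both passed without tail-suspension replicate 2 (0.0309 and 0.0219). Rac1 and Agtr1a changed by 0.10 and -0.33 without passing. Trim63, the gene of MuRF1, changed by -0.07 (adjusted p = 0.806 by limma), where the paper reports more MuRF1 protein. Sod2 changed by -0.33 (adjusted p = 0.0615) and passed under 5 alternatives, among them the fit without sham replicate 3 (0.0465).

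Of the 20 gene lists, only the glucocorticoid-induced genes passed by camera under the main settings. The median log2 fold change of the others was 0.45 for atrial markers, 0.42 for adipocyte markers, 0.42 for liver markers, 0.62 for macrophage markers, -0.47 for fibroblast and matrix genes, 0.39 for submandibular gland markers, 0.36 for acute-phase and inflammatory genes, 0.27 for clock genes of the Dbp phase, -0.28 for those of the Bmal1 phase, 0.80 for immediate-early genes, 0.31 for hypoxia-induced genes, 0.38 for NADPH oxidase subunits, -0.25 for the renin-angiotensin system, 0.16 for muscle atrophy genes, 0.11 for antioxidant genes and 0.74 for heart load genes. Under fry, adipocyte, neutrophil, hypoxia-induced, muscle atrophy, antioxidant and heart load genes also passed. Camera also called NADPH oxidase subunits, macrophage and neutrophil markers, both with the replicate number as a block and without tail-suspension replicate 2. Without that replicate it also called liver and erythroid markers. Macrophage markers passed without sham replicate 1, and clock genes of the Dbp phase without sham replicate 3. Under normexp, camera also called adipocyte, erythroid, macrophage, muscle atrophy, antioxidant and heart load genes. Many of these genes are expressed in the heart itself, and the lists were not compared with each other.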
